A study of Danio rerio with 4 samples.

How the data were processed

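The study measured gene expression in cells sorted from zebrafish embryos that carry the transgene Tg(nkx2.5:ZsYellow), in which regulatory sequence of nkx2.5 drives the yellow fluorescent protein ZsYellow. Nkx2.5 is a homeobox transcription factor of the developing heart and pharyngeal mesoderm. Per the labels, embryos of 14 to 16 somites were dissociated and sorted by fluorescence. The ZsYellow-positive fraction was described as cardiopharyngeal progenitors and cardiomyocytes, and ZsYellow-negative cells were taken from the same embryos. Each group had 2 replicates, giving 4 libraries. Groups and replicate numbers came from the sample titles.

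Per the labels' protocols, RNA was extracted with Trizol and columns, and about 50 ng per sample entered a Clontech low-input library kit. Reverse transcription was primed on the poly(A) tail, the libraries were fragmented by tagmentation, and both ends were read for 50 nt on an Illumina HiSeq2500. Molecular identifiers are not mentioned there, so a count is not necessarily an independent molecule, and PCR copies can make counting error look smaller than it is. Priming on the tail and amplification from little RNA can also make coverage depend on transcript length. The aligner, the quantification program, the genome build, the annotation release and the use of strand are not given in the sources used here.

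The deposited table held 25873 Ensembl gene IDs with 2 columns per library. Per the file headers the first is a whole-number count, and it was treated here as an estimated count that the authors had made whole, because 20 entries had a count of 0 with a TPM above 0. The deposited values were whole numbers already, so no further rounding was needed. The second column holds log2(TPM + 1) as deposited by the authors, where TPM is transcript abundance scaled to a fixed total, and the TPM recovered from it summed to 1000000 in each library. A total of 1454 IDs had a count of 0 in every library. Gene names were taken from a table pairing Ensembl IDs with symbols, which named 23599 of the IDs and left 2274 without a name. Many of these names are written in the human style, so nkx2.5 appears as NKX2-5. A name was shared by more than one ID for 3606 IDs, and such genes are given with their ID. Synonyms from a RefSeq gene table of assembly GRCz12tu were used only to match names. No coordinates are given, because the build of the deposited table is unknown.

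Library totals ran from 31996733 to 40133331 counts, a ratio of 1.25. The depth of a gene's measurement is its own count, and at 10 counts or fewer sampling alone limits what can be seen.

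The positive and negative libraries were compared on the counts with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F test, trimmed-mean (TMM) normalisation and the filterByExpr filter at its minimum count of 10 and minimum total of 15. TMM factors were 0.974 and 0.98 for the positive libraries and 1.053 and 0.995 for the negative ones. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. A second pair of counts required a log2 fold change of at least 1 in size. Fold changes are positive over negative. Their standard error (SE) was taken as the size of the log2 fold change divided by the square root of F. Expression is given as CPM, counts scaled to a library size of 1000000, computed from the deposited counts and TMM-scaled library sizes, as mean ± SD over the 2 libraries of a group.

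Marker genes for 12 tissues were written down as lists before the data were examined, together with the tests, the alternatives and the rule for naming genes. The lists had 114 entries, of which 95 were matched to an ID, by name or by a synonym belonging to 1 gene. The other 19 entries are not analysed here. Each list was tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the 12 lists. The tests fry and camera with an estimated correlation were run beside it. The genes named were nkx2.5, members of the lists, and the 8 genes with the highest and the 8 with the lowest log2 fold change. Those 16 genes came from 1607 candidates that were called, had a mean of at least 10 CPM over the 4 libraries, had both positive libraries on the same side of both negative ones, and had a symbol that is no clone or locus placeholder.

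Alternatives written down beforehand were DESeq2 size factors and upper-quartile factors in edgeR, no low-count filter, a filter of at least 1 CPM in 2 libraries, the DESeq2 1.42.0 Wald test, limma with a mean-variance trend on log2(TPM + 1) and on log2(TPM + 0.1), the replicate number as a block, leaving out each library in turn, and an adjusted p under 0.01. Alternatives chosen after seeing the data were thinning every library to the smallest total, thinning to 10% of the counts, and removing a per-library trend on effective length. That length was the count divided by the TPM, and the trend was a lowess curve of span 0.3 over genes with a mean count of at least 50. Tests in the observations used Python 3.11.15 with scipy 1.17.1, and permutation tests there were two-sided.

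The fits were tested on simulated data: counts for the comparison of positive with negative cells were drawn from the real means, dispersions and library sizes, with 200 genes changed. Over the 18712 simulated genes that passed the filter, edgeR called 36% of the genes changed 2-fold and 94% of those changed 4-fold, with 9 false among 139 calls. Most simulated 2-fold changes therefore went uncalled with 2 libraries per group. This share need not hold for the real comparison, where 3262 genes (17.1%) were called. With more changed genes the adjustment of p-values is less strict. With the replicate block, 27 of 172 calls were false. DESeq2 made 12 false calls among 152 over 19084 genes. Limma was simulated on log2(CPM + 1), not on TPM, and made 9 false calls among 140 over 19084 genes. With a length trend simulated in 2 of the libraries and not corrected, edgeR called only 3% of the genes changed 2-fold and 56% of those changed 4-fold over 18729 genes, with 3 false among 62 calls. With that trend removed by the correction, it called 46% and 96%, and 21 of 163 calls were false. Without a length trend, the false share was 6.5% for edgeR, 7.9% for DESeq2 and 6.4% for limma, all above the nominal 5%, and it was 15.7% with the replicate block. With the length trend it was 4.8% uncorrected and 12.9% corrected. The simulations were not repeated, and edgeR, DESeq2 and limma were scored on the same counts. Shares that rest on few false calls, such as 9 among 139, are therefore not distinguished from 5%.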

Results

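RNA sequencing was carried out on ZsYellow-positive and ZsYellow-negative cells sorted from Tg(nkx2.5:ZsYellow) zebrafish embryos at 14 to 16 somites, with 2 replicates of each. The positive fraction was described as cardiopharyngeal progenitors and cardiomyocytes, and the negative fraction as the other cells of the same embryos. The total was 31996733 counts in positive replicate 1, 40133331 in positive replicate 2, 34215084 in negative replicate 1 and 33999748 in negative replicate 2. Between 22529 and 23090 gene IDs had at least 1 count in a library. The 10 most abundant genes took 5.91% to 6.28% of the counts. Across the 19084 genes tested, log2 CPM correlated with Pearson's r of 0.978 between the positive replicates and 0.984 between the negative replicates, against 0.939 to 0.942 between libraries of different groups. Genes are not independent replicates, so no p-value is attached to these correlations. The log2 ratio of the replicates had an SD of 0.602 over genes in the positive pair and 0.499 in the negative pair. Replicates were distinct libraries: of the genes with at least 100 counts in a pair, 61.5% in the positive and 60.3% in the negative pair differed by more than sampling noise at the 95% level.

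The gene that drives the reporter was examined first. NKX2-5 (ENSDARG00000018004) had 13259 and 20181 counts in the positive libraries and 207 and 195 in the negative libraries. Its expression was 469.6 ± 62.1 CPM in positive cells and 5.76 ± 0.0137 CPM in negative cells (SD, n = 2 each). The log2 fold change was 6.35 with an SE of 0.226 and an edgeR adjusted p of 6.43e-06, and both positive libraries lay above both negative ones. Of the alternatives, limma on log2(TPM + 1) moved it most, to 6.05.

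The design's comparison asked which genes differ in expression between the nkx2.5 reporter population and the rest of the embryo. The quasi-likelihood test of edgeR called 3262 of the 19084 genes, or 17.1%, at an adjusted p under 0.05. Expression was higher in positive cells for 1721 genes and lower for 1541. Among them, 1311 were at least 2-fold higher and 1289 at least 2-fold lower. At an unadjusted p under 0.05 there were 5760 genes. The median log2 fold change of all genes tested was -0.009. Fewer genes were called when a negative library was left out. Calls in the fits that leave out 1 library, here and below, are hard to compare with the full fit. A group left with 1 library takes its spread from the other pair alone, so a call can be lost although the change is no smaller. Without negative replicate 1 there were 950 genes higher and 747 lower, and without negative replicate 2 there were 852 higher and 771 lower. For changes of at least 2-fold, 733 were lower without negative replicate 1, and 841 were higher and 754 lower without negative replicate 2. Of the original calls, 1665 were among those made without negative replicate 1 and 1583 among those made without negative replicate 2, and none had changed direction.

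**Figure D1:**
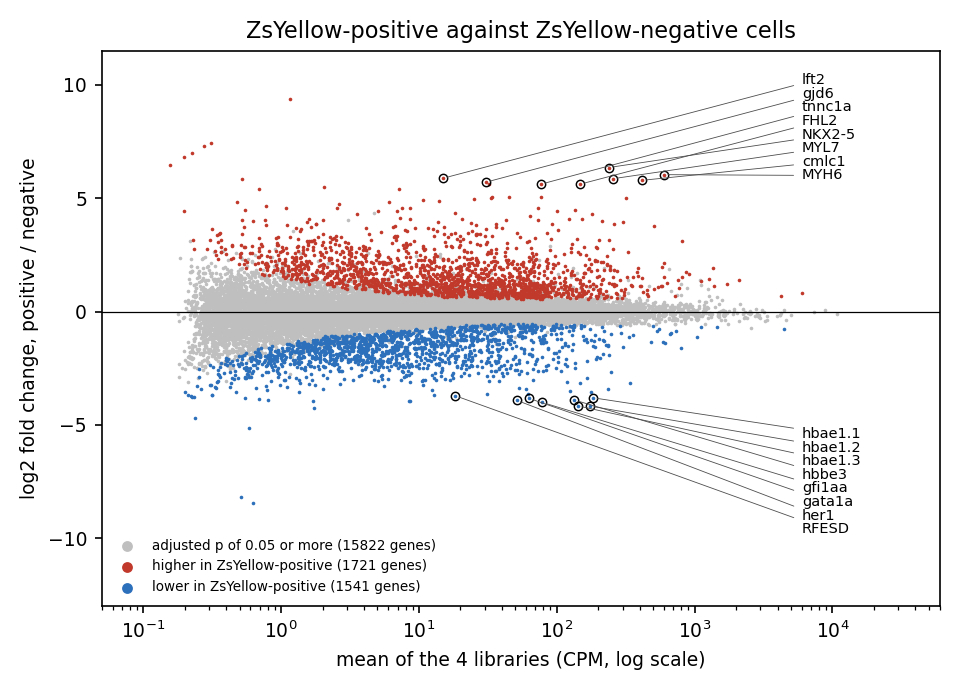
Log2 fold change of positive over negative cells (vertical axis) against mean expression over the 4 libraries in CPM (horizontal axis, log scale), with 1 point per gene tested. Red points are the 1721 genes called higher in positive cells, blue points the 1541 called lower and grey points the genes not called, and circles mark the 8 named genes in each direction, which lie at 5.62 to 6.35 above and at -4.17 to -3.71 below.

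NKX2-5 was also the highest of the 8 genes with the largest increases. The myosin heavy chain gene named MYH6 (ENSDARG00000079564) followed, at 1178 ± 199.5 CPM in positive and 17.9 ± 8.31 CPM in negative cells (SD, n = 2 each), with a log2 fold change of 6.04 (SE 0.367, edgeR adjusted p 2.63e-05). The myosin light chain gene MYL7 (ENSDARG00000019096) had 504.7 ± 72.0 CPM against 8.69 ± 2.04 CPM, with a log2 fold change of 5.86 (SE 0.261, edgeR adjusted p 9.56e-06). The light chain gene cmlc1 (ENSDARG00000032976) had 810.2 ± 39.7 CPM against 14.7 ± 1.09 CPM, with a log2 fold change of 5.78 (SE 0.215, edgeR adjusted p 6.43e-06). The troponin gene tnnc1a (ENSDARG00000011400), the connexin gene gjd6 (ENSDARG00000017927) and FHL2 (ENSDARG00000042018) had log2 fold changes of 5.62, 5.71 and 5.62, with edgeR adjusted p-values of 1.29e-05, 2.02e-05 and 6.43e-06. The gene lft2 (ENSDARG00000044059) was the least precise, with 490 and 1703 counts in the positive libraries and 25 and 10 in the negative ones. Its log2 fold change was 5.88 (SE 0.577, edgeR adjusted p 0.000226), which became 4.97 without positive replicate 2, 6.63 without negative replicate 1 and 4.24 with limma on log2(TPM + 1). The name MYH6 belongs to 3 IDs and FHL2 to 2, and counting may have divided reads of similar myosin genes between IDs, so the values of a single ID are uncertain there.

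Of the 8 genes with the largest decreases, 4 encode globins. The lowest was hbae1.2 (ENSDARG00000088330), with 547 and 749 counts in the positive libraries and 13097 and 9933 in the negative libraries. Expression of hbae1.2 was 18.3 ± 1.06 CPM in positive and 328.7 ± 49.4 CPM in negative cells (SD, n = 2 each), and the log2 fold change was -4.17 (SE 0.206, edgeR adjusted p 1.31e-05). The other globin genes, hbae1.3, hbbe3 and hbae1.1, had log2 fold changes of -4.16, -3.90 and -3.80 with edgeR adjusted p-values of 9.68e-06, 2.31e-05 and 1.97e-05. Globin genes are near-identical copies whose reads can be divided arbitrarily, so each of these values is uncertain on its own. The transcription factor genes gfi1aa (ENSDARG00000020746) and gata1a (ENSDARG00000013477) had log2 fold changes of -4.01 (SE 0.197, edgeR adjusted p 1.29e-05) and -3.83 (SE 0.203, edgeR adjusted p 1.7e-05). The segmentation clock gene her1 (ENSDARG00000014722) had 6.37 ± 0.521 CPM against 95.9 ± 2.67 CPM and a log2 fold change of -3.91 (SE 0.189, edgeR adjusted p 1.29e-05). RFESD (ENSDARG00000058725), a name shared by 2 IDs, had a log2 fold change of -3.71 (SE 0.233, edgeR adjusted p 2.91e-05). In all of the 8, both positive libraries lay below both negative ones, which the rule for naming genes required.

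Marker lists for 12 tissues were then compared. With the preset correlation, camera called 11 lists at an adjusted p under 0.05, with 4 higher and 7 lower in positive cells. The test fry, in its directional form, called 10, each of them also called by camera, and did not call the neural crest list. Its mixed form, which lets members of a list move both ways, is given below where the directional form made no call. With a correlation estimated from these 4 libraries, camera called 0 of the 12, so the list calls rest on the preset correlation or on fry. The median of every list had the same sign in each of the 4 pairs of a positive and a negative library. Among the alternatives, limma on log2(TPM + 1) moved a median most, from 4.57 to 3.14 for the cardiomyocyte sarcomere list.

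**Figure D2:**
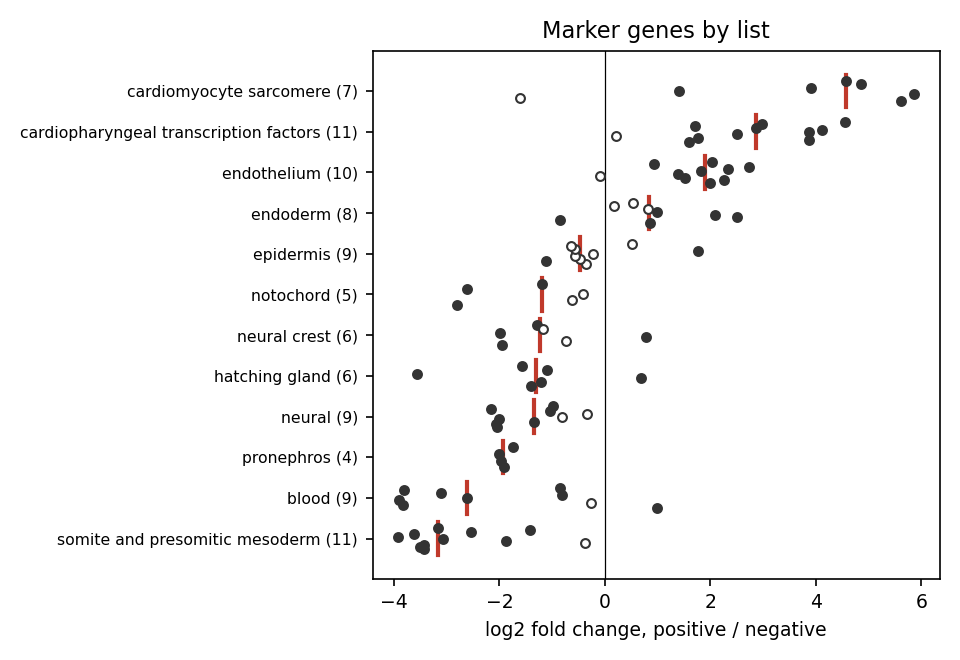
Log2 fold change of positive over negative cells (horizontal axis) for the tested genes of each marker list (vertical axis, number of genes in parentheses). Each point is 1 gene, filled when called by edgeR at an adjusted p under 0.05 and open otherwise, and red bars are list medians, which run from 4.57 for cardiomyocyte sarcomere to -3.17 for somite and presomitic mesoderm.

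Cardiopharyngeal transcription factors were higher in positive cells, with a median log2 fold change of 2.85 over 11 genes (camera adjusted p 1.12e-12, fry adjusted p 0.00558). Of these, 10 were called higher over all genes tested and 10 adjusted over the list alone. TBX1 (ENSDARG00000031891) had 340.7 ± 12.3 CPM in positive and 47.1 ± 3.69 CPM in negative cells (SD, n = 2 each), with a log2 fold change of 2.85 (SE 0.181, edgeR adjusted p 2.91e-05). HAND2 had 276.0 ± 37.4 CPM against 81.2 ± 12.6 CPM, with a log2 fold change of 1.77 (SE 0.197, edgeR adjusted p 0.000415). The largest change was that of GATA6, at 4.55 (SE 0.381, edgeR adjusted p 0.000102), which became 3.86 without positive replicate 1. FOXF1 differed by less than its error, with 4.07 ± 0.827 CPM against 3.50 ± 0.978 CPM. The cardiomyocyte sarcomere list had a median of 4.57 over 7 genes (camera adjusted p 7.48e-08, fry adjusted p 0.00868), or 5.19 without negative replicate 1. The median is the value of the ID named myh6 (ENSDARG00000090637, 14.6 ± 2.29 CPM in positive cells). It is not the more abundant MYH6 described above, an ID to which no list entry was matched. In the sarcomere list 6 genes were called higher. One of them was named MYH7 and matched to the list's vmhc only by the alias myh7. The names leave open which of these myosin IDs is vmhc. The log2 fold change of MYH7 was 4.86 (SE 0.297, edgeR adjusted p 2.63e-05). It became 6.22 with limma on log2(TPM + 0.1) and 4.47 with limma on log2(TPM + 1). The smallest change among the 6 genes was that of actc1a, whose 3038 ± 56.7 CPM stood against 1153 ± 98.9 CPM. The ID matched to myl4 was below 1.5 CPM in each library and had a log2 fold change of -1.61 (edgeR adjusted p 0.076). That match is uncertain, since it rests on the name alone and cmlc1, which the list gave as an older name of myl4, is a separate ID with a log2 fold change of 5.78. Adjusted over the list alone, 6 were called higher and 1, the ID matched to myl4, lower. The endothelial list had a median of 1.90 over 10 genes (camera adjusted p 2.02e-07, fry adjusted p 0.0139), with 9 called higher over all genes tested and 9 adjusted over the list alone. Without negative replicate 1, 7 were called higher, and without negative replicate 2 there were 5, EGFL7 and ERG being among those lost. The exception was etsrp, an early regulator of endothelial and blood fate, with 310.2 ± 28.5 CPM in positive and 331.0 ± 1.52 CPM in negative cells, a difference within the error (log2 fold change -0.09, SE 0.173, edgeR adjusted p 0.773). Endoderm genes had a median of 0.83 over 8 genes (camera adjusted p 0.0186, fry adjusted p 0.0162), with 4 called higher and 1 lower over all genes tested and the same numbers adjusted over the list alone. The largest endodermal change was that of GATA5 at 2.51 (SE 0.182, edgeR adjusted p 5.06e-05), a gene that the cardiopharyngeal list also holds. FOXA1 (0.53), SOX17 (0.17) and sox32 (0.81, below 1 CPM in each library) were not called, with edgeR adjusted p-values of 0.519, 0.812 and 0.371. The endoderm markers therefore did not rise together. The gene called lower, foxa3 (log2 fold change -0.86, edgeR adjusted p 0.0171), was not called without negative replicate 2 (-0.65). Of the endodermal genes, 2 were called higher without negative replicate 1 and also with limma on log2(TPM + 1), and 1 without negative replicate 2.

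Somite and presomitic mesoderm had the lowest median, -3.17 over 11 genes (camera adjusted p 1.84e-14, fry adjusted p 0.00558). In this list 10 genes were called lower over all genes tested and 10 adjusted over the list alone. MEOX1 was not called (log2 fold change -0.38, edgeR adjusted p 0.511), and its replicates disagreed: the change was -1.10, and called, without positive replicate 1 and 0.12, not called, without positive replicate 2. Blood genes had a median of -2.62 over 9 genes (camera adjusted p 2.02e-07, fry adjusted p 0.00419), with 7 called lower and 1 higher, and the same numbers adjusted over the list alone. The gene called higher was SPI1, the zebrafish spi1b, with 242.2 ± 0.695 CPM in positive and 122.2 ± 11.2 CPM in negative cells (log2 fold change 0.99, SE 0.171, edgeR adjusted p 0.00425). It was not called without negative replicate 1 (0.89). LMO2, called lower at -0.86 (edgeR adjusted p 0.0158), was not called without negative replicate 1 (-0.94) or negative replicate 2 (-0.77). TAL1 was not called (-0.27, edgeR adjusted p 0.331). Neural genes had a median of -1.35 over 9 genes (camera adjusted p 1.48e-07, fry adjusted p 0.0139), with 7 called lower over all genes tested and 7 adjusted over the list alone. The largest neural change was that of neurog1 at -2.16 (SE 0.209, edgeR adjusted p 0.000209). EGR2 was not called (-0.35, edgeR adjusted p 0.409), but was called without positive replicate 2 (-0.81), and was 0.03 and not called without positive replicate 1.

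Pronephric genes had a median of -1.94 over 4 genes (camera adjusted p 5.81e-05, fry adjusted p 0.00558), and 4 were called lower over all genes tested and adjusted over the list alone. Notochord genes had a median of -1.19 over 5 genes (camera adjusted p 0.000254, fry adjusted p 0.0166). Of these, 3 were called lower over all genes tested and 3 adjusted over the list alone, and 5 were called lower without positive replicate 1. The lowest was noto at -2.81 (SE 0.23, edgeR adjusted p 9.05e-05). Hatching gland genes had a median of -1.31 over 6 genes (camera adjusted p 0.00132, fry adjusted p 0.0366), with 5 called lower and 1 higher, and the same numbers adjusted over the list alone. Without negative replicate 2 only 1 gene was called lower, klf17, and none higher. The change of klf17 was the largest at -3.56 (SE 0.211, edgeR adjusted p 2.31e-05). CD63, the gene called higher at 0.69 (edgeR adjusted p 0.0345), was not called without negative replicate 1 (0.53), without negative replicate 2 (0.89) or with upper-quartile factors (0.59). Neural crest genes had a median of -1.23 over 6 genes (camera adjusted p 0.00326). The directional form of fry did not call the list (adjusted p 0.0714), and its mixed form did (adjusted p 0.0164). Over all genes tested, 3 neural crest genes were called lower and 1 higher, and adjusted over the list alone 5 were lower and 1 higher. Without positive replicate 1, and also without the low-count filter, 5 were called lower over all genes tested. The higher one, snai1b (log2 fold change 0.78, edgeR adjusted p 0.0155), was not called without negative replicate 1 (0.66) or negative replicate 2 (0.93). Epidermal genes did not shift in 1 direction as a list, with a median of -0.47 over 9 genes (camera adjusted p 0.267, directional fry adjusted p 0.828). The mixed form of fry did call the epidermal list (adjusted p 0.00533). The epidermal median was -0.636 without positive replicate 1 and -0.155 without positive replicate 2, and camera adjusted p-values ran from 0.0586 to 0.994 over the alternatives. Within it krt8 was higher, with 1336 ± 149.8 CPM against 394.0 ± 11.9 CPM (log2 fold change 1.76, SE 0.189, edgeR adjusted p 0.000342). Another keratin gene, krt4, was lower (-1.12, SE 0.254, edgeR adjusted p 0.0162), but not called without negative replicate 1 (-0.91). These 2 were also the epidermal calls adjusted over the list alone. Without positive replicate 1, 5 epidermal genes were called lower.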

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

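Thinning the counts and removing the length trend were chosen after seeing the data, and the other alternatives before. The medians of the 12 marker lists kept their sign under each alternative fit chosen beforehand, and their camera tests kept their side of the 0.05 threshold. For the DESeq2 alternative only the medians were recomputed. The lists were not recounted at an adjusted p under 0.01, where the endoderm list (0.0186) would not be called. The log2 fold change of nkx2.5 ran from 6.05 to 6.51 and stayed called. The other 15 genes of largest change also stayed called in the same direction under each of these fits. For the sarcomere list the median ran from 3.14 to 5.19.

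Numbers of called genes moved more. At an adjusted p under 0.01 there were 966 genes higher and 784 lower, and 758 at least 2-fold lower, because that threshold is stricter. Limma on log2(TPM + 1) gave 867 genes at least 2-fold higher and 840 at least 2-fold lower, and the added 1 shrinks the changes of low genes. Leaving out 1 library gave 852 to 2446 genes higher and 747 to 1846 lower, and 841 to 1743 at least 2-fold higher and 733 to 1515 at least 2-fold lower. The low ends came without a negative library and the high ends without a positive one. A group left with 1 library takes its spread from the other pair, and the negative pair had the smaller spread (SD of log2 ratios 0.499 against 0.602). Whether this difference in spread accounts for the low and high ends was not tested. No gene called by edgeR in the full data was called in the opposite direction under any alternative.

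With upper-quartile factors, 44.5% of 3390 calls were higher, against 52.8% of 3262 with TMM, and the median of all genes shifted by -0.1. With limma the share was 47.3% on log2(TPM + 1) and 47.8% on log2(TPM + 0.1), with shifts of -0.012 and -0.022, so whether more genes were higher or lower depends on the method. DESeq2 called 3347 genes, 3042 of them in common with edgeR, and gave no adjusted p for 418 of the 19084 genes.

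Among the list members named, sign changes occurred only for genes not called: FOXF1 (-0.035 to 0.531 over the fits that left out 1 library), etsrp (-0.189 to 0.025), EGR2 (-0.813 to 0.034) and MEOX1 (-1.103 to 0.12). The opposite signs came without negative replicate 2 for FOXF1, without positive replicate 1 for etsrp and EGR2, and without positive replicate 2 for MEOX1. The cause was not tested. The hatching gland genes he1.1 and ctslb lost their calls without negative replicate 2 (log2 fold changes -0.66 and -1.05, against -1.22 and -1.57 with all libraries).

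With the replicate number as a block, 1762 genes were higher and 1561 lower, and 3076 of the 3262 calls were shared. The block raised the neural crest genes called lower from 3 to 5, and it changed no call of a list as a whole or of the genes named in the comparison. The labels say that the negative cells came from the same embryos, but not which libraries belong together. Deviations of same-numbered libraries from their group means had a correlation of -0.092 across genes, and 2 pairs are too few to show a pairing. On simulated data the blocked fit made 27 false calls among 172, against 9 among 139 without the block.

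Depth differed little between groups. After thinning to the smallest total, 3223 genes were called and 3165 of the 3262 calls were shared, so the shared calls do not need unequal totals. This was a weak test, because the totals did not separate the groups and the fit already scales by them. Thinning to 10% left 13251 genes past the filter and gave 1113 genes higher, 873 lower and 743 at least 2-fold lower, so depth limits the number of calls. Gene length was tested in 2 ways. Its rank correlation with the log2 fold change was 0.197 over 14914 genes, between the limits of 0.1 and 0.3 set beforehand, and so left the question open. After the length trend was removed, 3182 genes were called, among them 89.8% of the original calls, so that length trend is not the cause of most of them. On simulated data that fit made 21 false calls among 163.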

Other observations

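The tests of uniform carry-over, of Hox genes and of length-trend removal, and the comparison of replicate differences with the negative libraries, were chosen after their results or related values had been seen. The myeloid list, the rank correlation of replicate differences with length and the difference of medians for unequal carry-over were set before their values were seen.

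The positive libraries held low but measurable levels of transcripts from tissues that should lack the reporter. The median level in positive cells, as a percentage of the mean of the negative libraries, was 7.9% and 8.2% in positive replicates 1 and 2 for 5 erythroid genes. Their members ran from 6.7% to 16.3%, the highest being alas2. The median was 8.9% and 8.5% for 6 presomitic genes, so the larger ratio of the presomitic to the erythroid median was 1.13. Among the 3622 genes with at least 50 CPM in negative cells, the lowest percentage was 5.57%, for hbae1.2, and 14 genes lay below 10%. In the other direction, 36 of the 3847 genes with at least 50 CPM in positive cells lay below 10%, and NKX2-5 was lowest at 1.23%. Similar residual levels of unrelated tissues would follow if a uniform share of negative cells or their RNA had been carried over. That and true low expression cannot be told apart here, because the erythroid and presomitic genes were picked after their values had been seen. If carry-over was uniform, the lowest percentage bounds its share of the RNA at about 5.57%. That bound would leave part of the alas2 level unexplained too.

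Transcripts of the other marker tissues stood higher than uniform carry-over could bring them. In positive replicates 1 and 2 the medians were 41.2% and 28.9% for neural, 51.8% and 29.5% for notochord, 26.4% and 28.2% for pronephric, 56.4% and 29.4% for neural crest, 46.0% and 37.8% for hatching gland and 89.7% and 63.1% for epidermal genes. The smallest of these was 3.34 times the erythroid median. The excess was therefore not specific to 1 tissue, although members of a list differed: klf17 of the hatching gland list stood at only 8.5%. Preferential entry of some negative cells into the positive gate and true expression in the sorted cells both remain open, and neither was tested.

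SPI1 was higher in positive cells while the erythroid genes were lower. A candidate explanation is that myeloid cells or their precursors were part of the positive fraction. A list of 16 other myeloid genes was written to test this, of which 14 were matched and 9 passed the filter. Their median log2 fold change was 1.38, with 8 of 9 higher, and 7 called higher and 0 lower by edgeR. None (0) of 10000 random lists matched on expression had a median as high, which describes these libraries only. The most abundant were CEBPA, with 397 and 568 CPM in positive and 234 and 193 CPM in negative libraries, and CEBPB, with 189 and 122 against 73.2 and 66.7 CPM. Both genes are also expressed outside the myeloid lineage. The remaining genes were low, among them LCP1, CORO1A, CSF3R, cxcr3.2 and itgb2, and IRF8 and spi1a did not differ. The median depended on the negative libraries: it was 1.1 without negative replicate 2 and 1.75 without negative replicate 1. Whether such cells carried the reporter, were autofluorescent or were sorted by chance was not tested.

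Hox genes fell with their position in the cluster. Over 47 Hox gene IDs with 42 distinct names, the log2 fold change correlated with the paralog group number at a Spearman's rho of -0.67 and a Pearson's r of -0.71. The p-value was 1e-05 for each, the smallest that 100000 permutations can give, and neighbouring genes in a cluster are not independent. Paralog groups 1 to 4 had a median of -0.45 over 13 genes, with 3 called higher and 5 lower. That median was -0.64 without positive replicate 1 and -0.26 without positive replicate 2. Groups 9 to 13 had a median of -2.52, and 22 of 22 were called lower. Without negative replicate 1 this became 21. The relation lies mainly between the anterior groups and the rest, since over the 34 genes from group 5 upwards rho was -0.32 with a permutation p of 0.066. The rank correlation over all 47 was weaker with limma, at -0.42 on log2(TPM + 1) and -0.57 on log2(TPM + 0.1). The trend is consistent with loss of posterior cells when an anterior population is sorted. The posterior Hox genes stood at median levels of 19.0% and 15.3% of the negative level, with members from 10.8% to 22.8%. The smaller median was 2.75 times the bound of 5.57% on uniform carry-over. That bound rests on 1 gene, hbae1.2, whose log2 fold change had an SE of 0.206. The difference argues against uniform carry-over as the whole source of the posterior Hox transcripts as a set, although the erythroid member range overlaps theirs. Preferential carry-over and low expression in the sorted cells remain open. Against the erythroid median, the comparison made first, the ratios were 2.41 and 1.87, and with 4 more erythroid genes, chosen after their values were seen, 2.41 and 2.47.

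The positive replicates differed more than the negative ones, with 1596 genes over 2-fold apart against 1004. The difference was lopsided: 1247 genes were higher in positive replicate 1 and 349 in positive replicate 2. Among genes with a mean of at least 10 CPM, 280 were higher in replicate 1 and 13 in replicate 2. The planned test of length, a rank correlation of the replicate ratio with effective length, gave -0.129 in the positive pair. In size that lies between its limits of 0.1 and 0.3. The negative pair, which differed less, gave 0.255. After the length trend was removed, 1581 genes lay over 2-fold apart in the positive pair, 1516 of them among the original ones, which argues against that trend as the whole cause. The planned test of a different share of carried-over cells also fell between its limits, with a difference of medians of 0.112. However, 90.4% of the 280 genes (253) were above both negative libraries in positive replicate 1, where more negative cells of average composition cannot put them. These genes were picked as higher in replicate 1, which favours that result. A larger dilution of replicate 2 with such cells also goes against the erythroid percentages, which were 7.9% and 8.2%. An example chosen after its values were seen is IRF2BP2 (ENSDARG00000004702), with 64.7 CPM in positive replicate 1, 4.88 in positive replicate 2, and 2.19 and 1.15 in the negative libraries. Entry of selected negative cells into replicate 1 stays open, because their levels can exceed the average. Percentages of the neural crest list were 56.4% and 29.4% in replicates 1 and 2, and those of the pronephric list 26.4% and 28.2%. A different mixture of sorted cells, a stress response during sorting, GC content and amplification from little RNA remain open. None of these was tested, and GC content needs a genome that was not used here.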
